A study of Homo sapiens with 34 samples.

How the data were processed

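Messenger RNA selected by its poly(A) tail was sequenced from tumour-infiltrating lymphocytes of 4 donors, in 34 libraries. Groups were taken from the titles and descriptions of the libraries, as 3 populations (CD4, CD8 and DP) by 3 treatments (RELB virus, Thy1.1 virus and untransduced). The treatment tag of 1 DP untransduced library, of donor 4, names a virus, which its title and description do not, so that library was grouped by the latter and the results were also computed without it. The labels do not say what DP stands for.

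The deposited values were raw counts of read pairs per gene, made with featureCounts 1.4.6-p4 from pairs with both ends aligned, without use of strand and over exons grouped by gene ID, per the file headers. Trimmomatic 0.32, STAR 2.4.1a, Subread 1.4.6-p4, DESeq2 and the build GRCh38 are named per the submitters' processing notes. The release of the gene annotation was not given in the sources used here. Of 69222 gene IDs, 62639 (90.5%) were paired with a symbol in the files, and 6519 genes on alternative scaffolds had 0 counts throughout. Because strand was not used, reads of overlapping or antisense genes cannot be told apart, and near-identical copies (CD8B with CD8B2, FAM72A with FAM72C, CCL4 with CCL4L2, HSPA1A with HSPA1B) are uncertain.

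Total counts per library ran from 15988556 to 73262467, with 3 libraries far above the rest. Mitochondrial genes took 1.36% to 4.82% of counts and the 10 most counted genes 5.49% to 9.27%, and 21965 to 29636 genes were detected per library. No library was a copy of another, since the closest pair differed with a chi-square of 18.1 per degree of freedom. Over 50 genes that vary between donors, 34 of 34 libraries lay nearest to the mean of the other libraries of their own donor. CPM values were computed here from the counts and TMM-scaled library sizes, with a prior count of 2 where a log2 was taken.

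Constructs were compared with edgeR's quasi-likelihood test in 1 fit over all 34 libraries, with TMM scaling, edgeR's own filter on low counts over the 9 groups and the donor within each population as a block, which left 16 residual degrees of freedom and 20284 genes. Populations were compared in the 12 untransduced libraries with donor and population as terms, 6 residual degrees of freedom and 16521 genes. The p-values were adjusted by Benjamini-Hochberg over genes, with a threshold of 0.05, and a fold is 2 to the power of the absolute log2 fold change. The numbers mark donors in the labels, so they pair the samples. Over 9399 genes the deviations of the libraries of 1 donor from their group means correlated with r of 0.375 to 0.802 in CD4, 0.266 to 0.747 in CD8 and -0.0899 to 0.477 in DP, where 1 of 4 pairs of RELB and untransduced libraries lay above 0.1. This fit shares 1 spread over the populations, while the biological coefficient of variation was 0.325 in CD4, 0.215 in CD8 and 0.510 in DP, so that errors are understated in DP and overstated in CD8.

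The 28 gene lists held 505 members, of which 484 were tested. They were NF-kB subunits and feedback regulators (22 members), other known NF-kB target genes (34), inhibitory receptors and exhaustion (24), co-stimulatory receptors and TNF family (22), naive, memory and stem-like (19), cytotoxic effector (22), cytokines and chemokines (30 members), interferon response (24), proliferation (25), glycolysis (20 members), oxidative phosphorylation (22), cholesterol synthesis (18), MHC class I (17) and class II presentation (12), apoptosis and survival (20 members), p53 targets (18), immediate early and heat shock (21), regulatory T cell (14), helper subset regulators (18), tissue residency and integrins (17), CD4 lineage (8) and CD8 lineage (10 members). Lists of other cells were B cell (10 members), NK cell (14), gamma-delta T cell (7), myeloid cell (14), epithelial and tumour cell (12) and fibroblast and endothelial cell (11). Lists were tested with camera on voom values at a preset correlation of 0.01, adjusted over the 84 tests of 28 lists in 3 populations, beside camera with an estimated correlation and fry, which tests whether the genes of a list move in a common direction without comparing them with other genes. The estimated correlations were high in lists of co-regulated genes, such as 0.796 for proliferation, 0.565 for MHC class II and 0.443 for glycolysis.

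Named genes were RELB, THY1 and, for RELB against Thy1.1, the 8 called genes with the largest change in each direction that had an average log2 CPM of at least 1 and the same sign in every donor with both libraries. For each list up to 3 called members with the smallest adjusted p were added, or up to 2 of the highest average as values where none was called. Other comparisons took 5 in each direction, with CD4, CD8A and CD8B between populations, and up to 5 for differences between populations. T cell receptor and antibody segments, sex-linked marker genes, genes known by clone or antisense names, LINC genes, microRNA hosts and IDs without a symbol were left out. The result for 1 gene that the rule names is not reported here. The lists, the rule and the alternatives were fixed before the data were examined, except where the text says otherwise.

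The alternatives were DESeq2, DESeq2's size factors in edgeR, no count filter, a filter at 50 counts, no donor block, each donor left out, each population or only the 2 populations compared fitted alone, and the DP untransduced library of donor 4 left out. Fits without the DP untransduced library of donor 3, without the CD4 Thy1.1 library of donor 1 or of donor 3, and with limma and a spread per population were added after seeing the data. In limma the spread per population was 1 variance weight for each population, common to all genes. Against a group with 0 counts a fold was computed against a floor of 3 counts over the group, and with 1 to 3 counts a ratio was given with its 95% interval. Intervals and floors cover counting error only.

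The tests were tried on simulated data with known changes. For RELB against Thy1.1 in CD4 (20284 genes), edgeR recovered 48% of 100 genes changed 2-fold and 89% of 100 changed 4-fold, with 7 false calls among 144, and DESeq2 63% and 95%, with 36 false among 194. In DP, where this simulation gave all populations 1 spread per gene, edgeR recovered 18% and 80%, with 1 false among 99, and DESeq2 35% and 91%, with 31 false among 157. With no change and the larger spread of DP kept, the same fit gave a median of 261.5 false calls in DP (192 to 297 in 4 draws). For DP against CD8 (16521 genes) edgeR recovered 5% and 74%, with 4 false among 83. With no change for Thy1.1 against untransduced CD8 cells, edgeR called 0 and DESeq2 9 of 20284 genes. With the 20 glycolysis genes raised 1.5-fold in CD8, that list had an adjusted p of 1.03e-19 by camera, 5.02e-07 with an estimated correlation and 4.18e-07 by fry, and 0 other lists were called. Whether camera at the preset correlation falsely calls lists of genes that move together, like the real lists, was not tested. Nor was the power of the test with an estimated correlation for such lists.

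R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used. The number of DESeq2 calls moved slightly with the linear algebra library, which was therefore held fixed with 1 thread. Limma's estimated correlation and fry, with weights per gene, depended on an arbitrary basis of the residuals, so all genes were put into 1 basis and fry was scaled by the squeezed mean square of tested and residual effects. That scaling was chosen from 4, after p-values of 3 of them had been seen. It gave 3 fewer fry calls than limma's default for RELB against untransduced cells in each population, and 0 calls with an estimated correlation differed.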

Results

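Poly(A) RNA was sequenced from tumour-infiltrating lymphocytes, the T cells that enter a tumour, of 4 donors with non-small cell lung cancer. The cells of each donor were handled as 3 populations, which the labels call CD4, CD8 and DP. Each population received a lentivirus carrying the open reading frame of RELB, a DNA-binding subunit of NF-kB, a lentivirus carrying Thy1.1 as control, or no virus. Each group held 4 libraries, 1 per donor, except DP with Thy1.1, which held 2 libraries, from donors 1 and 2. The 34 libraries held between 15988556 and 73262467 counted read pairs each. Coordinates are those of the count files, on GRCh38.

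RELB itself was measured first, because it checks the labels. In CD4 cells the RELB gene (ENSG00000104856.15, chromosome 19, 45001461 to 45038192, plus strand) stood at 516 ± 101 CPM with the RELB virus (SD, n = 4), 54.0 ± 22.6 CPM with Thy1.1 (n = 4) and 49.3 ± 24.7 CPM untransduced (n = 4). The CD8 means were 463 ± 82.2, 23.0 ± 6.73 and 25.6 ± 8.88 CPM (n = 4 each). In DP cells RELB stood at 320.1 ± 187 CPM (n = 4), 55.0 ± 17.1 CPM (n = 2) and 81.0 ± 16.8 CPM (n = 4). Against Thy1.1 this was a log2 fold change of 3.38 ± 0.28 (SE) in CD4, 4.34 ± 0.30 in CD8 and 2.17 ± 0.37 in DP, with adjusted p of 1.19e-06, 2.26e-08 and 0.0118 in edgeR's quasi-likelihood test. Every donor with both libraries showed the increase. Counts do not separate transcripts of the virus from those of the cell's own gene. THY1 (ENSG00000154096.14, chromosome 11, 119415476 to 119424985, minus strand), the human counterpart of the control insert, differed from Thy1.1 cells by 2.4 ± 0.75 (log2, SE) in CD4, 1.87 ± 0.74 in CD8 and 2.88 ± 1.23 in DP with RELB. It did not pass the test (edgeR adjusted p = 0.227, 0.355 and 0.457), although it was higher in 4 of 4, 4 of 4 and 2 of 2 donors.

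**Figure D1:**
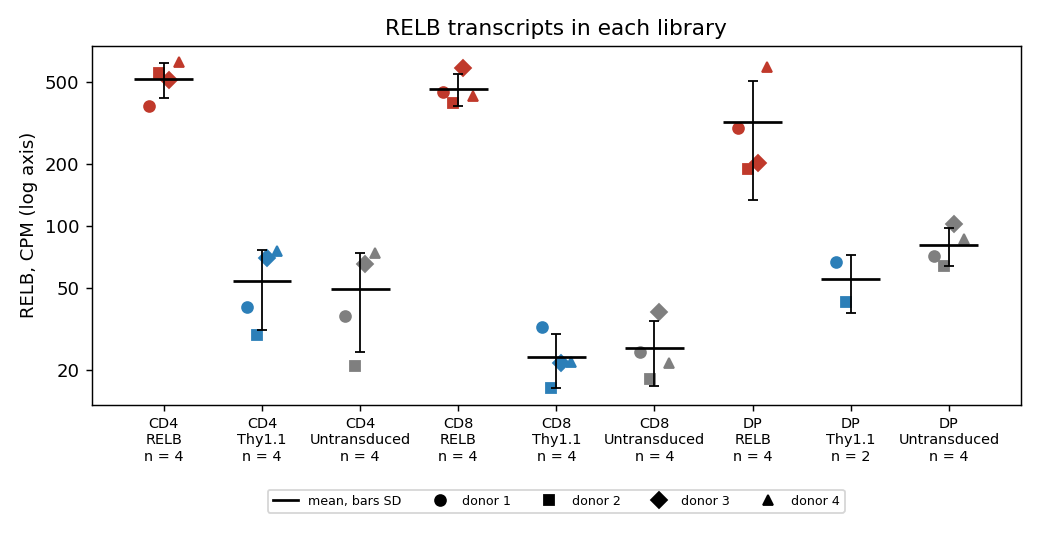
RELB in each of the 34 libraries, in counts scaled to library size (CPM) on a log axis, by population and virus, with the symbol giving the donor, the line the group mean and the bars the SD. The CD4 means are 516 with the RELB virus, 54.0 with Thy1.1 and 49.3 untransduced.

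The first comparison asked which transcripts differed between CD4 cells given RELB and CD4 cells given the control virus. NFKB2 (ENSG00000077150.21, chromosome 10, 102394110 to 102402524, plus strand), the partner of RELB in the non-canonical NF-kB pathway, rose 2.04-fold (426 ± 67.4 against 226 ± 114 CPM, SD, n = 4 each). CD38, an ectoenzyme of activated T cells, rose 5.71-fold, to 45.0 ± 14.7 from 8.55 ± 4.61 CPM. CD27 (ENSG00000139193.4, chromosome 12, 6444955 to 6451718, plus strand), a co-stimulatory receptor, was 3.72-fold lower, at 3.11 ± 2.42 against 11.4 ± 7.11 CPM. AQP3, an aquaporin, was 4.36-fold lower and PECAM1, an adhesion molecule, 3.96-fold lower. Genes that were nearly silent with Thy1.1 rose, among them CLEC4F (ENSG00000152672.8, chromosome 2, 70808643 to 70820599, minus strand), a C-type lectin, at 156-fold and JPH4 at 42.1-fold. HOXB9, KCNMA1, NRG2 and CACNA2D1 rose between 18.8-fold and 26.8-fold. CDKN2B, KLF8, SBK1, SPSB1 and TCEAL4 were 2.64-fold to 3.38-fold lower. TREML1 (ENSG00000161911.12, chromosome 6, 41149337 to 41154347, minus strand) and STRA6 had 0 counts in all 4 Thy1.1 libraries and were at least 203-fold and at least 416-fold higher with RELB, against a floor of 3 counts over the group. In all, 60 of 20284 genes passed an adjusted p of 0.05, 40 higher and 20 lower, and each gene named here moved the same way in 4 of 4 donors. The rule for naming required this of the genes taken by size of change, so for them it is no test. Leaving out 1 donor moved 7 of the 20 named folds by over 1.5 times, among them CLEC4F (124-fold without donor 4 to 433-fold without donor 3), JPH4 (20.1-fold without donor 3 to 121-fold without donor 1), CACNA2D1 (15.3-fold without donor 3 to 56.0-fold without donor 1), HOXB9 (15.6-fold to 44.7-fold, likewise), KCNMA1 (13.6-fold without donor 2 to 28.5-fold without donor 1) and NRG2 (15.8-fold without donor 3 to 39.2-fold without donor 4).

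Among the gene lists in CD4 cells, the proliferation list had 25 of 25 members with a positive log2 fold change (median 0.68, camera adjusted p = 2.10e-10). CCNE1, cyclin E1, was its 1 member that rose (2.52-fold), both over all genes and adjusted over the list alone. The list call was lost with an estimated correlation (adjusted p = 0.689). MHC class II presentation (12 of 12 members positive, camera adjusted p = 1.23e-04), cholesterol synthesis (17 of 18, 0.0102) and oxidative phosphorylation (20 of 22, 0.0147) were also called upward, with no member that passed the test. With an estimated correlation their adjusted p was 0.689, 0.689 and 0.745. Their abundant members CD74, FDFT1 and ATP5F1B differed by 0.35 ± 0.23, 0.49 ± 0.23 and 0.29 ± 0.19 (log2, SE). The fibroblast and endothelial cell list was called downward (0 of 11 members positive, median -1.73, camera adjusted p = 0.00351, and adjusted p = 0.689 with an estimated correlation), with PECAM1 the member that fell. The Thy1.1 library of donor 1 stood apart for markers of other cells, being the highest of the 4 Thy1.1 libraries in 10 of 11 members of that list, 7 of 9 tested members of the myeloid list and 7 of 8 of the epithelial list. COL1A1, a collagen gene, stood at 19.6 CPM in it against 0.794 to 0.994 CPM in the other 3, and the myeloid gene S100A8 at 429 CPM against at most 14.2 CPM. The within-donor log2 differences of COL1A1 between RELB and Thy1.1 were -5.57, -0.67, 0.48 and -0.18 in donors 1, 2, 3 and 4. Without this library, left out after seeing these values, the fibroblast, cholesterol and oxidative phosphorylation lists were not called (adjusted p = 0.863, 0.259 and 0.863), and the other NF-kB target and interferon lists were, upward (0.00366 and 0.00760). EdgeR then called 20 genes, 18 higher and 2 lower, and 8 of the 20 named genes kept the call, CACNA2D1, CLEC4F, HOXB9, JPH4, KCNMA1, RELB, STRA6 and TREML1. NFKB2, CD38, CD27, AQP3, PECAM1 and CCNE1 were among the 12 that did not (adjusted p = 0.165, 0.0745, 0.108, 0.165, 0.194 and 0.127). Their log2 fold changes were 0.94, 2.44, -1.87, -1.78, -1.69 and 1.11 without the library, against 1.03, 2.51, -1.90, -2.12, -1.98 and 1.33 with it, and each of the 12 kept at least 75% of its log2 fold change. A score was taken over 201 of the 202 genes called higher and the 72 called lower in CD8 with RELB against no virus. By this score the Thy1.1 library of donor 3 lay 49% of the way from the untransduced to the RELB library of its donor. Without it 14 of the 20 named genes passed and 50 genes in all, and the 6 that did not were CD27, PECAM1, KCNMA1, HOXB9, NRG2 and STRA6 (adjusted p = 0.0508, 0.0519, 0.0519, 0.0840, 0.0870 and 0.0584). Their log2 fold changes were -1.91, -2.11, 4.25, 4.17, 4.38 and 9.20 without it, against -1.90, -1.98, 4.23, 4.57, 4.64 and 11.41 with it, where the fitted values of STRA6 stand against 0 counts and are no bound. Without that library the NF-kB subunit and myeloid lists came to be called (adjusted p = 0.0457 each, by camera at the preset correlation only). Without the donor block JPH4, RELB, STRA6 and TREML1 kept the call, and with every donor left out in turn CLEC4F, RELB and TREML1. EdgeR called 8 genes without the donor block, 216 with CD4 fitted alone, 799 without a count filter, 147 without the DP untransduced library of donor 3, and 14, 5, 202 and 12 without donors 1, 2, 3 and 4, while DESeq2 called 437 and limma with a spread per population 250.

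In CD8 cells NFKB2 rose 2.88-fold with RELB against Thy1.1, to 324 ± 27.4 from 113 ± 22.8 CPM (SD, n = 4 each). PDCD1 (ENSG00000188389.11, chromosome 2, 241849884 to 241858894, minus strand), which encodes the inhibitory receptor PD-1, was 3.71-fold lower (3.39 ± 0.956 against 12.2 ± 2.24 CPM). TCF7 (ENSG00000081059.20, chromosome 5, 134114681 to 134151865, plus strand), a transcription factor of naive and stem-like T cells, was 5.16-fold lower (5.64 ± 2.97 against 29.5 ± 17.6 CPM). RSAD2, an interferon-induced antiviral gene, was 2.21-fold lower, and SIGLEC6 8.18-fold lower. The stress-response factor ATF3 rose 3.22-fold, MARCKS 27.1-fold and CHAC1, a glutathione-degrading enzyme, 68.5-fold. AK8, STC2, STRA6, JPH4, CLEC4F and HOXB9 rose 67.4-fold, 44.9-fold, 54.3-fold, 60.5-fold, 73.2-fold and 33.2-fold. GLI2, HOMER2, NOD2, RAB6B and TNS1 were 5.79-fold, 4.64-fold, 3.34-fold, 6.59-fold and 4.92-fold lower. TREML1 had 0 counts in the 4 Thy1.1 libraries and was at least 264-fold higher with RELB. EdgeR called 102 genes, 75 higher and 27 lower, and each gene named here moved the same way in 4 of 4 donors, as the rule required of those taken by size of change. Leaving out 1 donor moved 6 of the 22 named folds by over 1.5 times. These were AK8 (47.5-fold without donor 2 to 158-fold without donor 4), CHAC1 (35.7-fold without donor 3 to 163-fold without donor 2), CLEC4F and STC2 (48.7-fold and 26.3-fold without donor 3 to 144-fold and 66.1-fold without donor 4), HOXB9 (18.5-fold without donor 1 to 73.2-fold without donor 4) and STRA6 (34.8-fold without donor 2 to 91.1-fold without donor 4). The balance of higher and lower calls depended on the fit, with 162 higher and 164 lower without the DP untransduced library of donor 3, 753 and 569 with CD8 fitted alone and 843 and 729 by limma with a spread per population. Of the 22 named genes, JPH4, NFKB2, RELB and TREML1 kept the call without the donor block, and CLEC4F, JPH4, RAB6B, RELB, TNS1 and TREML1 with every donor left out in turn, so that PDCD1 and TCF7 lost it in both. Their log2 fold changes were -1.85 and -2.38 without the block, against -1.89 and -2.37 with it, and ranged from -2.06 to -1.68 and from -2.61 to -2.27 over the donors left out. TCF7 also lost the call without the CD4 Thy1.1 library of donor 3 (adjusted p = 0.0519) at the same log2 fold change of -2.37, while all 22 kept it by limma and with CD8 fitted alone.

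The proliferation list was again positive in 25 of 25 members in CD8 cells (median 0.75, camera adjusted p = 3.27e-11), with CCNE1 its member that rose (2.17-fold). MHC class II presentation, cholesterol synthesis, oxidative phosphorylation and glycolysis were called upward (camera adjusted p = 3.83e-04, 5.50e-04, 0.00435 and 0.0445) with no member past the test. The lists of cytokines and chemokines and of co-stimulatory receptors were called downward (camera adjusted p = 0.0223 and 0.0337), also with no member past the test. Adjusted over the list alone, 2 of 26 cytokine genes fell, and among 22 co-stimulatory genes 3 rose and 5 fell. With an estimated correlation the adjusted p of these 7 lists lay between 0.689 and 0.778. The cytokine and glycolysis lists were not called without the donor block (adjusted p = 0.0694 and 0.0663), nor was glycolysis without the DP untransduced library of donor 3 (0.0658). Without the CD4 Thy1.1 library of donor 1 the co-stimulatory and glycolysis lists were not called (0.0521 and 0.0556) and 170 genes were. EdgeR called 5 genes without the donor block, 1322 with CD8 fitted alone, 749 without a count filter, 326 without the DP untransduced library of donor 3, and 30, 18, 22 and 35 without donors 1, 2, 3 and 4, while DESeq2 called 571 and limma with a spread per population 1572.

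**Figure D2:**
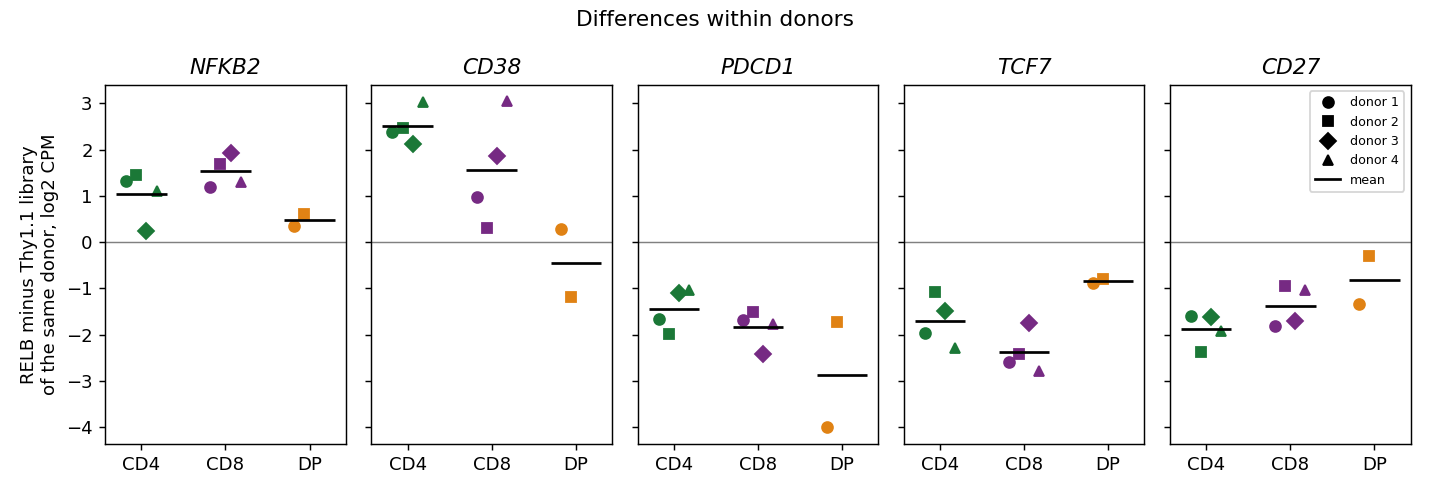
Difference in log2 CPM between the RELB and the Thy1.1 library of the same donor for NFKB2, CD38, PDCD1, TCF7 and CD27 in each population, with a symbol per donor and a line at the mean. NFKB2 lies above 0 and PDCD1, TCF7 and CD27 below 0 in every donor with both libraries, whether or not the gene passed the test in that population.

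The CD4 and CD8 responses to RELB against Thy1.1 shared 25 of the genes called higher, where independent lists of 40 and 75 genes would share 0.148, and 3 of those called lower, where 0.0266 would be shared. These comparisons have no library in common, but they share the 4 donors and 1 fit with a spread common to the populations. How much of the overlap this sharing could give was not tested. The log2 fold changes of 9670 genes in CD4 and CD8 had a Pearson r of 0.692 and a Spearman rho of 0.657. Between CD4 and DP, with 2 donors in DP, they were 0.241 and 0.154. For RELB against no virus, with 4 donors in DP, they were 0.78 and 0.73 between CD4 and CD8. Between CD4 and DP they were then 0.55 and 0.53. Genes are not independent replicates. The difference itself was tested for RELB against Thy1.1. EdgeR called 0 genes between CD8 and CD4, 0 between DP and CD4 and 0 between DP and CD8. At an unadjusted p under 0.05 there were 470, 1302 and 1207 genes, while DESeq2 called 154, 140 and 145, edgeR without a count filter 76, 395 and 391, and limma with a spread per population 2, 0 and 0. RELB itself differed by 0.95 ± 0.37 (log2, SE) between CD8 and CD4 (adjusted p = 1), by -1.22 ± 0.43 between DP and CD4 (adjusted p = 0.537) and by -2.17 ± 0.43 between DP and CD8 (adjusted p = 0.347). A call in 1 population alone is therefore not shown to differ from the other populations.

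In DP cells the comparison with Thy1.1 rested on 2 donors. PDCD1 was 7.99-fold lower with RELB (7.31 ± 7.14 CPM, n = 4, against 77.8 ± 27.1 CPM, n = 2), by -4.01 and -1.72 (log2) within donors 1 and 2, and the interferon-induced genes RSAD2, CMPK2 and PLSCR1 were 4.21-fold, 3.08-fold and 3.44-fold lower. TNFSF9, the ligand of 4-1BB, was 4.03-fold higher and CLEC4F 94.5-fold higher. ADCY1, CD33, CES3, GCSAM, ILDR1 and PATL2 rose between 6.69-fold and 13.7-fold, and MEGF6, SNX24, SPINT1 and TNS1 were 6.04-fold, 3.06-fold, 6.73-fold and 5.11-fold lower. CACNA2D1, a calcium channel subunit, had 1 count in the Thy1.1 libraries, and its ratio was 472 with a 95% counting interval of 84.5 to 18650. EdgeR called 33 genes, 18 higher and 15 lower, and each of those named moved the same way in 2 of 2 donors, as the rule required of those taken by size of change. CD4 transcripts differed by 1.73 and 9.25 (log2) between the RELB and Thy1.1 libraries of these donors. Leaving out 1 donor moved 8 of the 18 named folds by over 1.5 times. Without donor 1 and without donor 2, PDCD1 was 4.95-fold and 15.6-fold lower, MEGF6 3.75-fold and 13.2-fold lower and TNS1 7.83-fold and 2.80-fold lower, while CES3 was 23.5-fold and 7.04-fold, GCSAM 18.0-fold and 8.22-fold and PATL2 11.1-fold and 3.74-fold higher and ILDR1 higher by 4.99 and 2.49 (log2). Of the 18 named genes PDCD1 alone kept the call without the donor block, and 0 did with every donor left out in turn, with DP fitted alone or by limma with a spread per population.

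MHC class II presentation (11 of 12 members positive), glycolysis (20 of 20), cholesterol synthesis, p53 targets and the CD4 lineage list were called upward in DP, with camera adjusted p of 3.48e-07, 1.92e-05, 2.12e-04, 0.0285 and 0.0337. Proliferation (5 of 25 positive), cytokines and chemokines, interferon response, myeloid and fibroblast lists were called downward, with camera adjusted p of 3.59e-06, 3.15e-04, 3.83e-04, 0.00740 and 0.0167. Of the 2 Thy1.1 libraries, that of donor 1 was the higher in 9 of 11 fibroblast and 6 of 9 myeloid members. COL1A1 differed by -2.31 (log2) in donor 1 and 0.33 in donor 2, and LYZ, of the myeloid list, was higher with RELB in both (0.63 and 2.31). RSAD2 in the interferon list was the member that passed the test, and each list had an adjusted p of 0.689 with an estimated correlation. Adjusted over the list alone, 5 MHC class II genes, 3 glycolysis genes and 1 CD4 lineage gene rose, and 1 gene each of the proliferation, cytokine and interferon lists fell. Without the donor block the p53, CD4 lineage, myeloid and fibroblast lists were not called (adjusted p = 0.176, 0.0927, 0.161 and 0.204) and oxidative phosphorylation was (0.00105), and without the DP untransduced library of donor 3 the p53, myeloid and fibroblast lists were not (0.0538, 0.0658 and 0.137) and oxidative phosphorylation was (0.00555). In simulated data with no change and the spread of each population kept, this fit called a median of 261.5 genes (192 to 297 in 4 draws), more than the 33 observed. EdgeR called 0 genes with DP fitted alone, 2 without the block, 913 without a filter and 4, 4, 54 and 40 without donors 1, 2, 3 and 4, with 76 and 65 without the DP untransduced libraries of donors 3 and 4, while limma with a spread per population called 0, DESeq2 341, and 1941 genes had an unadjusted p under 0.05 in the shared fit.

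**Figure D3:**
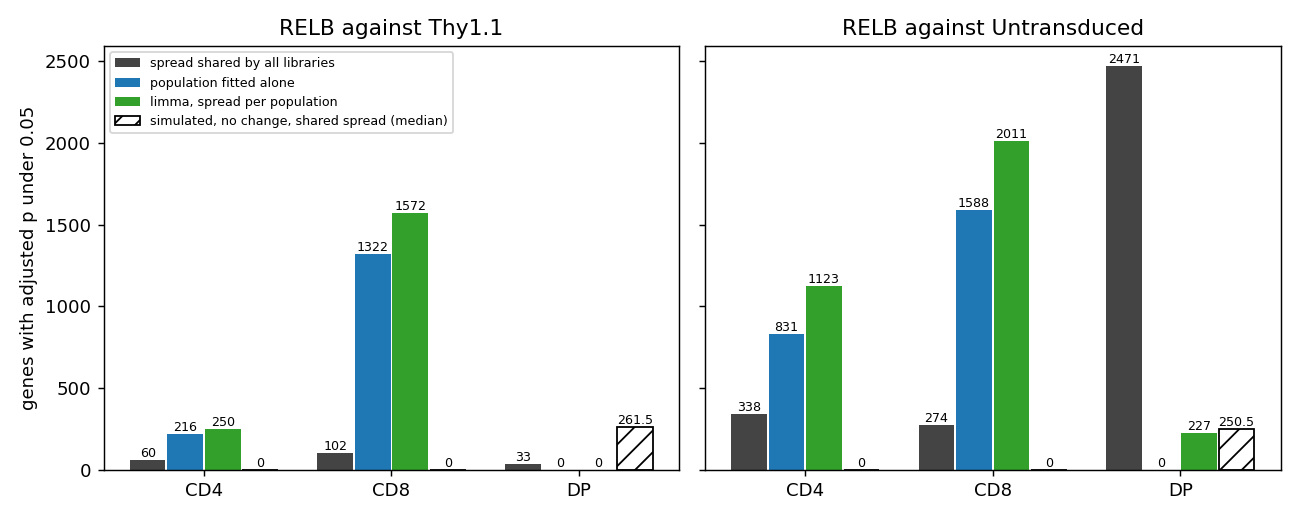
Number of genes called for RELB against each control in the 3 populations, when all libraries share a spread, when a population is fitted alone, and with limma and a spread per population, beside the median count in simulated data with no change. In DP, 33 genes against Thy1.1 stand beside 261.5 in simulated data, and 2471 against untransduced cells beside 250.5.

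In the NF-kB subunits and feedback regulators list, NFKB2 was the 1 member of 22 that rose in CD4 and in CD8 against Thy1.1, and adjusted over the list alone 1 rose in CD4 and 2 in CD8 (list adjusted p = 0.219 in CD4, 0.0999 in CD8 and 0.229 in DP). Of 32 other NF-kB target genes, 0 rose in CD4 and 1 in CD8, MARCKS, against 2 and 5 adjusted over the list alone (list adjusted p = 0.0745, 0.0530 and 0.776). Of 23 genes of inhibitory receptors and exhaustion, CD38 rose in CD4, and PDCD1 fell in CD8 and in DP (0.355, 0.0960 and 0.170). In the naive, memory and stem-like list CD27 fell in CD4 and TCF7 in CD8 (0.260, 0.891 and 0.758), and adjusted over the list alone 2 rose and 7 fell in CD4. The immediate early and heat shock list held ATF3, which rose in CD8 (0.720, 0.401 and 0.527). The following lists had no member past the test, given in the order CD4, CD8 and DP. The adjusted p was 0.637, 0.0530 and 0.985 for cytotoxic effectors, 0.637, 0.879 and 0.758 for MHC class I presentation, and 0.382, 0.758 and 0.891 for apoptosis and survival. It was 0.969, 0.672 and 0.970 for regulatory T cells, 0.219, 0.0806 and 0.261 for helper subset regulators, and 0.879, 0.0706 and 0.875 for tissue residency and integrins. For the CD8 lineage it was 0.457, 0.234 and 0.0960, for B cells 0.234, 0.527 and 0.637, and for NK cells 0.870, 0.985 and 0.495. For gamma-delta T cells it was 0.758, 0.527 and 0.974, and for epithelial and tumour cells 0.710, 0.957 and 0.227. Without the CD4 Thy1.1 library of donor 3 the other NF-kB target and cytotoxic lists came to be called in CD8 (0.0448 each).

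Lists called in some populations had these values in the others against Thy1.1. Glycolysis stood at an adjusted p of 0.509 in CD4 and oxidative phosphorylation at 0.259 in DP. Interferon response stood at 0.372 in CD4 and 0.679 in CD8, p53 targets at 0.767 and 0.957, the CD4 lineage at 0.909 and 0.637, and myeloid cells at 0.0867 and 0.932. The fibroblast list stood at 0.637 in CD8, co-stimulatory receptors at 0.879 in CD4 and 0.893 in DP, and cytokines at 0.228 in CD4. In every called list the median and the mean had the sign of the test. The 3 differed in sign in CD4 for the co-stimulatory, tissue residency and CD4 lineage lists, in CD8 for the naive, interferon, MHC class I, apoptosis, regulatory T cell, myeloid and NK lists, and in DP for the other NF-kB target, cytotoxic, apoptosis, tissue residency and gamma-delta lists. Over all comparisons of constructs camera called 66 lists, and 0 of these held with an estimated correlation.

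The RELB virus was also compared with no virus, a comparison that holds the effect of a virus as well as that of RELB. In CD4 cells TNFRSF9, which encodes the co-stimulatory receptor 4-1BB, rose 9.02-fold (14.5 ± 11.9 against 1.96 ± 2.05 CPM, SD, n = 4 each). IL2RA, the high-affinity interleukin-2 receptor chain, rose 2.58-fold, CCR7, a lymph node homing receptor, 7.03-fold and PMAIP1, a pro-apoptotic BCL2 family gene, 4.44-fold. TCF7 was 4.76-fold lower and CD27 4.36-fold lower. THY1 rose 20.9-fold. In CD8 cells IL2RA rose 2.53-fold, CCR7 13.1-fold, CTLA4 4.68-fold and FOXP3, a regulatory T cell factor that activated human T cells can also express, 3.56-fold (61.0 ± 28.4 against 16.5 ± 8.29 CPM). TCF7 was 11.9-fold lower and PDCD1 3.77-fold lower, and THY1 rose 15.1-fold, or 8.37-fold without donor 2 and 21.6-fold without donor 4. EdgeR called 338 genes in CD4, 248 higher and 90 lower, and 274 in CD8, 202 higher and 72 lower, and each gene named here moved the same way in 4 of 4 donors.

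Of the 32 other NF-kB target genes, 4 rose in CD4 and 5 in CD8 against untransduced cells, or 11 and 9 adjusted over the list alone, where 1 fell in each population. The list was called upward in both (camera adjusted p = 8.42e-05 and 0.00405, and adjusted p = 0.466 and 0.622 with an estimated correlation). In CD4 the proliferation list (adjusted p = 3.73e-08, with CCNE1 2.73-fold higher), MHC class II presentation (1.39e-06), cholesterol synthesis (0.00607) and oxidative phosphorylation (0.0193) were also called upward. HLA-DPA1 and HLA-DQA1 rose 1.78-fold and 2.39-fold, and adjusted over the list alone 9 MHC class II genes rose. The CD8 lineage (0.0103), cytotoxic (0.0321) and helper subset (0.0416) lists were called downward. With an estimated correlation the adjusted p of these 7 lists lay between 0.466 and 0.850. The cytotoxic and helper lists were not called without the donor block (adjusted p = 0.105 and 0.158), nor without the CD4 Thy1.1 library of donor 1 (0.0507 each), and the helper list was not without that of donor 3 (0.0526). Without the DP untransduced library of donor 3, 514 genes were called higher and 369 lower.

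In CD8 the inhibitory receptor list was called upward against untransduced cells (camera adjusted p = 0.00350, and adjusted p = 0.466 with an estimated correlation). CTLA4 and ENTPD1 were among its 4 members that rose, and PDCD1 was the member that fell. Proliferation and MHC class II presentation (adjusted p = 2.38e-06 each), cholesterol synthesis (3.32e-05) and glycolysis (0.0391) were called upward and helper subset regulators downward (0.0290), with adjusted p between 0.466 and 0.850 with an estimated correlation. Without the DP untransduced library of donor 3 glycolysis was not called (0.0545) and oxidative phosphorylation was (0.0334), and without the CD4 Thy1.1 library of donor 1 glycolysis was not called either (0.0507). Of 29 named genes in each population, 10 in CD4 and 9 in CD8 kept the call with every donor left out in turn. TNFRSF9 and PMAIP1 in CD4 and CCR7 and TCF7 in CD8 were among them. In CD4, IL2RA, CCR7, TCF7, CD27, THY1, CCNE1, HLA-DPA1 and HLA-DQA1 were not. In CD8, IL2RA, CTLA4, FOXP3, PDCD1, THY1 and ENTPD1 were not. Without the block 5 in CD4 and 3 in CD8 kept the call. EdgeR called 29 and 11 genes in CD4 and CD8 without the donor block, 831 and 1588 with each population fitted alone, 1072 and 863 without a count filter, 883 and 613 without the DP untransduced library of donor 3, and DESeq2 1004 and 743. Limma with a spread per population called 1123 and 2011, and without donors 1, 2, 3 and 4 edgeR called 102, 108, 329 and 53 genes in CD4 and 104, 77, 183 and 112 in CD8.

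Against untransduced DP cells, PDCD1 was 14.4-fold lower with RELB (7.31 ± 7.14 against 86.4 ± 42.9 CPM, SD, n = 4 each), and CD27 was 4.58-fold lower. The NF-kB target genes LTA and TNF were 8.02-fold and 2.27-fold lower, NFKBIA, the main inhibitor of canonical NF-kB, 2.96-fold lower and CXCR6, a chemokine receptor of resident T cells, 9.40-fold lower. CCL4 was 8.32-fold lower, a value left uncertain by its near-identical copy CCL4L2. HK2, hexokinase 2, rose 9.44-fold, CD86 7.89-fold and MYB 10.3-fold, each in 4 of 4 donors. THY1 rose 15.7-fold, or 6.33-fold without donor 4 and 41.5-fold without donor 3, with log2 differences of 3.65, 1.60, 2.23 and 6.99 within donors 1, 2, 3 and 4. Leaving out 1 donor moved 23 of the 63 named folds by over 1.5 times. Among those given here, PDCD1, CCL4 and CXCR6 reached 22.6-fold, 14.7-fold and 13.6-fold lower and HK2 14.7-fold higher without donor 2, while CD27, LTA, GZMM, CXCR3 and CST7 came down to 3.05-fold, 5.29-fold, 2.15-fold, 2.18-fold and 1.53-fold lower without donor 3 and CXCR6 to 5.78-fold without donor 4. DNAJC5B had 0 counts in the untransduced libraries and was at least 247-fold higher. EdgeR called 2471 genes, 1353 higher and 1118 lower, of which 17 were T cell receptor segments among 172 tested. The majority turned in other fits, with 906 higher and 1083 lower without the donor block, 594 and 685 without donor 3, 675 and 761 without the DP untransduced library of donor 3, and 112 and 115 by limma with a spread per population. CD4 transcripts differed between the RELB and untransduced DP libraries of a donor by -1.36, 10.41, -7.42 and -11.42 (log2) in donors 1, 2, 3 and 4.

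In the lists, 9 of 20 glycolysis genes, 8 of 18 cholesterol synthesis genes and 6 of 25 proliferation genes rose in DP against no virus, or 12, 12 and 11 adjusted over the list alone, with camera adjusted p of 1.39e-06, 8.42e-05 and 5.78e-05. With an estimated correlation their adjusted p was 0.529, 0.659 and 0.850. Of 26 cytokine and chemokine genes 8 fell and 1 rose (adjusted p = 1.52e-05), and 4 of 22 NF-kB subunits and regulators fell (0.00127), each with an adjusted p of 0.466 with an estimated correlation. Cytotoxic effectors were called downward (0.0157) with 4 members that fell, among them FGFBP2, GZMH and GZMM at 4.86-fold, 3.22-fold and 3.63-fold. The CD8 lineage list (0.00917, with CCL5 1.92-fold and CST7 2.39-fold lower) and the helper subset list (0.0379, with CXCR3 3.36-fold and STAT3 1.89-fold lower) were called downward. MHC class II presentation was called upward (0.0178) with 4 members that rose, HLA-DPA1 2.05-fold among them. With an estimated correlation the adjusted p of these 4 lists was 0.780, 0.622, 0.466 and 0.850. The MHC class II list was not called without the donor block (0.105), where the co-stimulatory list was (0.0481). The DP untransduced library of donor 3 stood apart, with a chi-square per degree of freedom of at least 525.8 against every other library, CD8B at 2188 CPM and GZMB at 2034 CPM against 229 to 512 and 78.1 to 168 CPM in the other DP untransduced libraries, and the highest level of the 4 in 9 of 11 fibroblast and endothelial, 7 of 9 myeloid, 7 of 8 epithelial and 5 of 6 B cell list members. Without it the cytotoxic and CD8 lineage lists were not called (0.112 and 0.0944), and oxidative phosphorylation was (1.57e-04). CCL5, CST7 and GZMH then lost the call (adjusted p = 0.115, 0.0651 and 0.105). Their log2 fold changes were -0.72, -0.63 and -1.13, against -0.94, -1.26 and -1.69 with that library. Among genes called higher with it, BUB1, TYMS, HMGCS1, IDI1, SLC16A3, HLA-DRA and HLA-DOA also lost the call (adjusted p between 0.0802 and 0.146). FGFBP2 and GZMM were among the 43 of 63 named genes that kept the call. The fibroblast list came to be called downward without the CD4 Thy1.1 library of donor 1 (0.0477). Limma with a spread per population called 227 genes and kept 20 of the 63 named genes, edgeR with DP fitted alone called 0 beside 5596 genes at an unadjusted p under 0.05 in the shared fit, DESeq2 called 4151, and simulated data with no change gave a median of 250.5 calls. In the DP untransduced library of donor 4, whose labels disagree on its virus, RELB stood at 86.0 CPM. It stood at 64 to 102 CPM in the other DP untransduced libraries and 590 CPM in the DP RELB library of donor 4. Whether the library held the control virus was not tested. Leaving out the DP untransduced library of donor 4 gave 2154 calls, with 50 of the 63 named genes called and CCL5 among the 13 lost. Leaving out that of donor 3 gave 1436 calls, and leaving out donors 1, 2, 3 and 4 gave 882, 2680, 1279 and 930.

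The control virus was compared with no virus to measure the effect of transduction. In CD4 and CD8 cells RELB differed by 0.17 ± 0.26 (log2, SE) and by -0.13 ± 0.26 (edgeR adjusted p = 1 for both), the latter positive without donor 3 (0.10). THY1 differed by 1.99 ± 0.76 and 2.05 ± 0.78 (adjusted p = 1 for both), higher in 4 of 4 donors each. EdgeR called 0 genes in each population, with 634 and 243 at an unadjusted p under 0.05. DESeq2 called 37 and 60, edgeR without a count filter 129 and 44, and limma with a spread per population 4 and 1. In CD4 DESeq2 gave 3 higher and 34 lower, and edgeR without a count filter 121 higher and 8 lower. In CD8 DESeq2 gave 10 higher and 50 lower, and edgeR without a count filter 28 higher and 16 lower. In CD4 the fibroblast and endothelial (camera adjusted p = 2.66e-04), other NF-kB target (0.00342), myeloid (0.00368), immediate early (0.00549) and MHC class II (0.0488) lists were called upward. The CD8 lineage (0.0199), cytotoxic (0.0215) and tissue residency (0.0244) lists were called downward, and with an estimated correlation the adjusted p of these 8 lists lay between 0.695 and 0.842. Without the CD4 Thy1.1 library of donor 1, which stood apart for markers of other cells, the fibroblast list turned downward and was not called (0.941), nor were the myeloid, cytotoxic and residency lists (0.887, 0.145 and 0.0926). Proliferation, oxidative phosphorylation, cholesterol synthesis and glycolysis were then called upward (3.25e-05, 6.80e-04, 0.0103 and 0.0148). These are camera values at the preset correlation, and none with an estimated correlation is given for that fit. In CD8 the inhibitory, co-stimulatory, MHC class II and regulatory T cell lists (0.0207 each) and the interferon list (0.0395) were called upward and proliferation downward (0.0199), with 0.549 to 0.903 as adjusted p with an estimated correlation. Without the donor block the cytotoxic, residency and MHC class II lists were not called in CD4 (adjusted p = 0.0967, 0.0730 and 0.0762), and in CD8 the proliferation list was the 1 call (0.0134). Without the CD4 Thy1.1 library of donor 3, the CD4 proliferation list was called downward (0.00887, against 0.995 upward with it) and the cytotoxic, MHC class II, residency and CD8 lineage lists were not called (0.563, 0.952, 0.346 and 0.450), nor was MHC class II without the DP untransduced library of donor 3 (0.0612).

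In DP cells the control virus was set against no virus in 2 donors. TTK, CDK1 and BUB1, kinases of the mitotic cycle, rose 5.87-fold, 4.45-fold and 4.12-fold in 2 of 2 donors. All of them lost the call without the DP untransduced library of donor 4. Of the 10 named genes FAM72A, FAM72C and PRAG1 kept it there. BUB1 also lost it without the DP untransduced library of donor 3 (edgeR adjusted p = 0.0525), at a log2 fold change of 1.88, against 2.04 with it. EdgeR called 56 genes, 53 higher and 3 lower. The lower genes were HIVEP3, PRAG1 and TSPAN15, at 1.90-fold, 2.59-fold and 3.03-fold. FAM72A and FAM72C, near-identical copies of each other, are uncertain among the higher genes. The proliferation list was positive in 25 of 25 members (median 1.48, camera adjusted p = 1.20e-20, and adjusted p = 0.695 with an estimated correlation), with 2 members past the test and 16 adjusted over the list alone. The interferon list was called upward (0.00433), and the cytotoxic (0.00547), CD4 lineage (0.0130), co-stimulatory (0.0151) and NF-kB subunit (0.0207) lists downward, with adjusted p between 0.695 and 0.782 with an estimated correlation. Without the donor block the other NF-kB target and cytokine lists (0.0228 each) and MHC class II presentation (0.00359, downward) were called as well. THY1 differed by 1.09 ± 1.53 (log2, SE), a difference that turned negative without the block. Simulated data with no change gave a median of 262.5 calls, above the 56 observed, and 67 genes were called without donor 3, 0 without donor 1, 2 or 4 22 without the DP untransduced library of donor 4 and 98 without the CD4 Thy1.1 library of donor 1. EdgeR without the block, edgeR with DP fitted alone and limma with a spread per population called 0 genes, DESeq2 called 356, and edgeR without a count filter 595.

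The 3 populations were compared in the 12 untransduced libraries. CD8A (ENSG00000153563.17, chromosome 2, 86784610 to 86808396, minus strand), a chain of the CD8 co-receptor, was 27.6-fold higher in CD8 than in CD4 cells (1794 ± 342 against 69.7 ± 45.7 CPM, SD, n = 4 each) and 28.5-fold higher in DP than in CD4 cells. It differed by 0.05 ± 0.48 (log2, SE) between DP and CD8 cells (edgeR adjusted p = 0.970), a difference whose sign turned with the filter, the block and the donors used. The CD4 gene (ENSG00000010610.10, chromosome 12, 6786858 to 6820799, plus strand) stood at 714 ± 35.8 CPM in CD4, 1.26 ± 1.35 CPM in CD8 and 115 ± 127 CPM in DP cells. Its log2 difference between CD8 and CD4 was -9.87 ± 1.66 in 4 of 4 donors, with an adjusted p of 0.110, so that the lineage gene itself did not pass this test. It did without the DP untransduced library of donor 3, which belongs to neither population (-9.95, adjusted p = 0.0348), as did CD8B (4.85, adjusted p = 0.0174). Between DP and CD4 it was -3.51 ± 1.32 (adjusted p = 0.282) and between DP and CD8 6.37 ± 1.49 (adjusted p = 0.0864). FOXP3 was 10.6-fold higher in DP than in CD8 and 6.87-fold higher than in CD4 cells. PDCD1, CTLA4 and CD200, genes of inhibitory receptors or their ligands, were 6.74-fold, 9.45-fold and 12.8-fold higher in DP than in CD8 cells. The natural killer receptor gene NCR1 was 17.4-fold and 17.2-fold higher in DP than in CD8 and CD4 cells (10.6-fold without donor 3 to 31.5-fold without donor 4 against CD8), and the proliferation genes CCNA2, CDK1 and PCNA were lower in DP than in CD8 cells. Of 24 genes named and called between DP and CD8, FOXP3, PDCD1, SIGLEC6 and TNS3 kept the call without the DP untransduced library of donor 4, and 0 without the donor block or with every donor left out in turn, although all 24 kept their direction in these fits. CD8B2, 38.1-fold higher in CD8 than in CD4 cells, is a near-identical copy of CD8B, and its counts are uncertain.

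**Figure D4:**
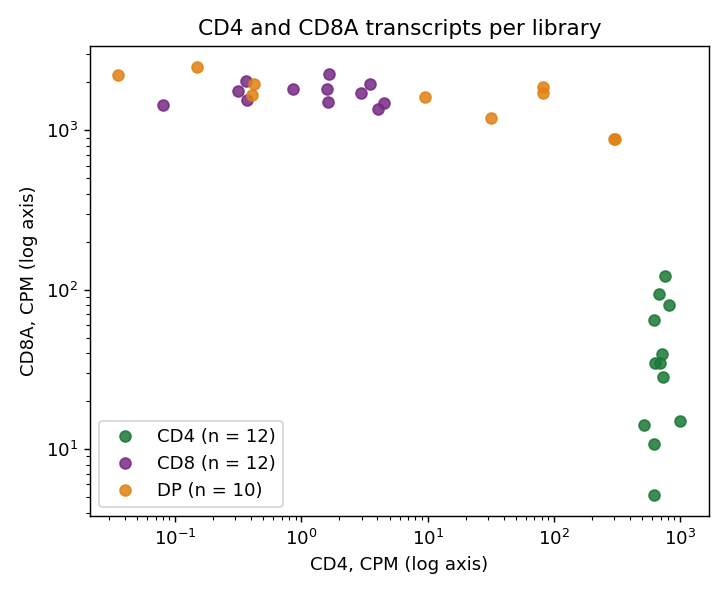
CD4 against CD8A in each library, in CPM with both axes on a log scale, coloured by population. The CD4 libraries lie between 515 and 1005 CPM of CD4, the CD8 libraries between 0.0798 and 4.51, and the DP libraries between 0.0355 and 304.

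Between CD8 and CD4 cells 12 genes were called by edgeR, 11 higher and 1 lower, the latter B3GALT2. Between DP and CD4 cells 106 were called, 71 higher and 35 lower, and between DP and CD8 cells 129, 41 higher and 88 lower. Without the donor block these became 9, 58 and 0, with DESeq2 239, 914 and 1051, and without the DP untransduced library of donor 3 they became 93, 463 and 1005. Without donors 1, 2, 3 and 4 they were 0, 0, 31 and 0 between CD8 and CD4, 1, 0, 365 and 25 between DP and CD4, and 1, 0, 825 and 3 between DP and CD8, where leaving out the DP untransduced library of donor 4, whose labels disagree on its virus, gave 5.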

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

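The tests on the DP untransduced library of donor 3, the fit with a spread per population, both tests on the CD4 Thy1.1 library of donor 3 and both tests on CD4 transcripts were chosen only after the result was seen. Of 72 groups of samples tested for a value far from the others, 7 stood out, where chance alone gives about 1 in 20. The CD4 untransduced library of donor 1 held 73262500 counts (rounded), against 22321500 to 27688200 in the other donors. The CD8 RELB library of donor 1 held 32562100, against 20085100 to 20879700, with 26615 genes detected against 23246 to 23729. The CD8 untransduced library of donor 2 held 61648300, against 21471800 to 25765800, with 28287 genes detected against 23503 to 24248. THY1 stood at a log2 CPM of 3.52 in the CD8 RELB library of donor 3, against 1.83 to 1.94 in the others. The CD4 gene stood at a log2 CPM of 9.01 in the CD4 RELB library of donor 3, against 9.27 to 9.30.

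In DP cells 2471 genes were called for RELB against no virus, while DP libraries vary more within groups than CD4 and CD8 libraries. The DP untransduced library of donor 3 is argued against as the whole cause, since 1436 genes were called without it. Of these, 1037 were among the 2471, and the rest of the 2471 lost the call. The library stays open as a cause of that part. For 226 of the 2471 genes limma with a spread per population argues against a shared spread too small by a common factor. It also called them, with 1 variance weight per population (1.163 in CD4, 1.764 in CD8 and 0.4222 in DP). These weights are common to all genes, so too small a spread for single genes that vary more in DP stays open. Simulated data with no change gave limma a median of 1 call and at most 4. EdgeR with DP fitted alone called 0 genes, so that the 226 rest on limma only. For the other 2245 too small a shared spread cannot be told apart from an effect of RELB. The reason is that simulated data with no change gave the shared fit a median of 250.5 calls (196 to 273 in 4 draws), over 0.1 of the real count. An effect of RELB stays open as the biological explanation, for part or all of the 2471 genes. A makeup of the DP cultures that differs between libraries also stays open and was not tested. CD4 transcripts differed between the RELB and untransduced DP libraries by -1.36, 10.41, -7.42 and -11.42 (log2) in donors 1, 2, 3 and 4.

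The CD4 Thy1.1 library of donor 3 resembled a RELB library in part. Over 201 of the 202 genes called higher and the 72 lower in CD8 with RELB against no virus, its mean score (log2) was -0.41. This lay between 1.23 in the RELB and -1.98 in the untransduced library of that donor. This is 49% of the way, against 8.58% to 18.2% in the other donors. A wrong label is argued against by its RELB level of 70.07 CPM, near the 65.25 CPM of the untransduced library and far below the 510.7 CPM of the RELB library. Cells of the RELB culture mixed in are argued against by a RELB excess of 1.081% of that of the RELB library, and no biological explanation was tested.

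CD4 transcripts lay under 5 CPM in 4 of 10 DP libraries, the lowest at 0.0355 CPM. A swap with the CD8 library of the same donor and construct is argued against, since the highest CD4 level of a CD8 library was 4.511 CPM and none of them was out of place. That these 4 are libraries of CD8 cells cannot be told apart from a DP population whose makeup differs between donors or cultures, which was not tested. Their chi-square per degree of freedom to the matching CD8 library was 49.24 to 95.54, within the 18.14 to 145.3 between CD8 libraries. The latter includes pairs of different donors and constructs, so it decides little. In donor 2 FOXP3 stood at 100.3 (Thy1.1) and 190.6 CPM (untransduced) in DP, against 32.9 and 12 CPM in CD8. With RELB in donors 3 and 4 it stood at 84.18 and 130.9 CPM, against 61.62 and 73.23 CPM. PDCD1 was higher in DP in the former pairs and lower in the latter.

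Swapping the labels within donors gave 8 splits per comparison, too few for a share under 0.05. Each of them parts the libraries of every donor, and the other 27 of the 35 possible splits, which do not, were not run. For RELB against Thy1.1 the real count was 60 in CD4 and 102 in CD8, and the highest of the other splits 0 and 1. Against no virus the real counts were 338, 274 and 2471 in CD4, CD8 and DP, and the highest others 0, 0 and 1984. In DP the split with 1984 calls swapped 1 donor, and so kept the real labels of the others. A split that swapped 2 donors gave 1349 calls, and the remaining splits gave 352, 10, 0, 5 and 5. Whether the high counts need a structure of the DP samples beyond the virus was not tested. For Thy1.1 against no virus in CD4 and CD8, and for the difference between CD8 and CD4, the real count and the highest other were 0, so that 8 of 8 splits were as large. Between the untransduced populations the real counts were 12, 106 and 129 and the highest others 0, 0 and 1. In each comparison with a real count above 0, the real split was the 1 of 8 with a count that large.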

How the results depend on the processing

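Fitting with limma and a spread per population, and leaving out the DP untransduced library of donor 3 or the CD4 Thy1.1 library of donor 1 or 3, were chosen after seeing the data, and all other settings were fixed beforehand. With DESeq2's size factors in place of TMM all 15 counts of called genes stayed within 1.5 times, as did 14 with a strict count filter (201 genes between DP and CD8 being the exception) and 3 with only the 2 populations compared. Of 261 values of named genes, 256 kept direction and call with DESeq2 and 5 gained the call, and 257 kept both with its size factors alone. Without the donor block 163 lost the call and 3 turned. With each population alone 93 of 200 lost the call, and with limma 72 of 203. Without donors 1, 2, 3 and 4, 148, 155, 62 and 123 lost it, without the CD4 Thy1.1 library of donor 1, 12 of 203, and without the DP untransduced library of donor 4, 45 of 145. The genes that lost the call mostly kept the fold, which does not show whether the lost calls were real. With each population alone or by limma the fold is largely set by the design, whose terms lie within populations. The same holds without the block in CD4 and CD8, where every donor has every construct. The median share of the log2 fold change kept by those lost was 98.1% without the block, 100% with each population alone and by limma, 98.4%, 98%, 88.8% and 97.7% without donors 1, 2, 3 and 4, 92.7% without the CD4 Thy1.1 library of donor 1, 97.3% without the DP untransduced library of donor 4 and 69.3% in the 24 lost without the DP untransduced library of donor 3. Of 252 list tests, 66 lost the call with an estimated correlation and 63 with fry, where 5 turned, each uncalled. Without the block 17 lost and 5 gained the call and 22 turned, each uncalled, and it changed no other list call. The cause of these shifts was not tested. A donor fewer leaves fewer degrees of freedom, no filter tests more genes, and DP Thy1.1 with 1 library left is assumed to vary like the other groups. Depth limits the genes with 0 to 3 counts in a group, whose folds are bounds or ratios with counting intervals.

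For RELB against Thy1.1 in CD4, CD8 and DP, DESeq2 called 437, 571 and 341 genes, edgeR without a count filter 799, 749 and 913, without the replicate block 8, 5 and 2, with each population alone 216, 1322 and 0, and limma with a spread per population 250, 1572 and 0. Against no virus in CD4, CD8 and DP, DESeq2 called 1004, 743 and 4151 genes, each population alone gave 831, 1588 and 0, and limma 1123, 2011 and 227, while without a filter CD4 and CD8 had 1072 and 863 and without the block 29 and 11. For Thy1.1 against no virus, DESeq2 called 37, 60 and 356 and edgeR without a filter 129, 44 and 595, with limma at 4, 1 and 0, and in DP 0 without the block and 0 with DP alone. For the differences CD8 minus CD4, DP minus CD4 and DP minus CD8, DESeq2 called 154, 140 and 145 and edgeR without a filter 76, 395 and 391, with 2 by limma for the first of them. Between untransduced CD8 and CD4, DP and CD4, and DP and CD8, DESeq2 called 239, 914 and 1051 and edgeR without a filter 134, 417 and 421, and without the block the latter pair gave 58 and 0. The share of higher calls moved by over 10 points in these cases, each given as higher and lower calls.

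For RELB against Thy1.1 in CD4 (40 and 20) DESeq2 gave 229 and 208, limma 124 and 126, no block 7 and 1, the fits without donors 1, 2 and 4 gave 14 and 0, 5 and 0, and 11 and 1, and that without the CD4 Thy1.1 library of donor 1 gave 18 and 2. In CD8 (75 and 27) DESeq2 gave 322 and 249, limma 843 and 729, CD8 alone 753 and 569, no block 5 and 0, and the fit without the DP untransduced library of donor 3 gave 162 and 164. In DP (18 and 15) no filter gave 364 and 549, so that the majority turned. The majority also turned, with a smaller shift, without donor 3 (26 and 28) and without the CD4 Thy1.1 library of donor 1 (23 and 25). Against no virus in DP (1353 and 1118) it turned with a smaller shift, to 906 and 1083 without the block, 594 and 685 without donor 3, 675 and 761 without its DP untransduced library and 112 and 115 by limma. Against no virus in CD4 (248 and 90) CD4 alone gave 493 and 338, no block 25 and 4, the fits without donors 3 and 4 gave 206 and 123, and 47 and 6, and that without the DP untransduced library of donor 3 gave 514 and 369. In CD8 (202 and 72) limma gave 1193 and 818, CD8 alone 913 and 675, no block 11 and 0, the fit without donor 3 gave 109 and 74, and that without the DP untransduced library of donor 3 gave 340 and 273. For Thy1.1 in DP (53 and 3) DESeq2 gave 221 and 135 and no filter 488 and 107. Between CD8 and CD4 (11 and 1) DESeq2 gave 117 and 122, no filter 70 and 64, and the fits without donor 3 and without its DP untransduced library alone gave 21 and 10, and 55 and 38. Between DP and CD4 (71 and 35) DESeq2 gave 493 and 421, no filter 232 and 185, no block 46 and 12, the fit without donor 1 gave 1 and 0, and that without the DP untransduced library of donor 3 gave 263 and 200. Between DP and CD8 (41 and 88) DESeq2 gave 468 and 583, the fit without donor 1 gave 1 and 0, and that without the DP untransduced library of donor 4 gave 3 and 2.

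With 1 donor or 1 library left out, the calls for RELB against Thy1.1 ranged from 5 to 202 in CD4, 18 to 326 in CD8 and 4 to 76 in DP. Against no virus they ranged from 53 to 883, 77 to 613 and 882 to 2737, and for Thy1.1 in DP from 0 to 98. The differences gave 0 to 1 (CD8 minus CD4), 0 to 11 (DP minus CD4) and 0 to 5 (DP minus CD8), and the populations 0 to 93 (CD8 and CD4), 0 to 463 (DP and CD4) and 0 to 1005 (DP and CD8). The log2 difference of RELB between Thy1.1 and no virus in CD8 ranged from -0.32 to 0.10, and that of CD8A between DP and CD8 from -0.17 to 0.44. The latter was -0.027 without a count filter and -0.007 without the block, where in DP with Thy1.1 against no virus THY1 stood at -1.85 and TTLL7 at -0.31.

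The lists that turned without the block had these adjusted p. For RELB against Thy1.1 they were 0.998 for regulatory T cells in CD4. In CD8 they were 0.984 for the naive list, 0.934 for interferon response, 0.996 for myeloid and 0.878 for NK cells. In DP they were 0.916 for cytotoxic, 0.824 for co-stimulatory, 0.554 for regulatory T cell and 0.540 for gamma-delta lists. Against no virus they were 0.931 for p53 targets in CD4, and in DP 0.766 for immediate early genes, 0.904 for B cells and 0.854 for gamma-delta T cells. For Thy1.1 they were 0.972 for the CD4 lineage in CD4, and in CD8 0.839 for the naive list, 0.955 for apoptosis and 0.998 for the CD8 lineage. In DP they were 0.496 for inhibitory receptors, 0.175 for glycolysis, 0.0579 for oxidative phosphorylation, 0.833 for epithelial and 0.973 for fibroblast lists. With fry the gamma-delta list turned for RELB against Thy1.1 in DP (0.974), the fibroblast list against no virus in CD4 (0.969), and for Thy1.1 the CD4 lineage in CD4 (0.938), MHC class I in CD8 (1) and B cells in DP (1).

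Lists that turned without 1 of the libraries added after seeing the data had these ranges of adjusted p over the 3 settings. For RELB against Thy1.1 in CD4 they were 0.849 to 0.960 for regulatory T cells, 0.778 to 0.946 for tissue residency, 0.110 to 0.919 for glycolysis, 0.800 to 0.943 for gamma-delta T cells and 0.501 to 0.649 for epithelial cells. In CD8 they were 0.884 to 1 for NK cells and 0.946 to 0.982 for epithelial cells. In DP they were 0.687 to 0.949 for cytotoxic effectors, 0.849 to 0.982 for apoptosis and 0.909 to 0.957 for regulatory T cells. Against no virus in CD4 they were 0.822 to 0.931 for apoptosis and 0.822 to 0.893 for fibroblasts. In DP they were 0.303 to 0.852 for other NF-kB targets, 0.205 to 0.83 for interferon response, 0.608 to 0.933 for the CD4 lineage, 0.200 to 0.895 for myeloid cells, 0.404 to 0.684 for epithelial cells and 0.0477 to 0.895 for fibroblasts. For Thy1.1 in CD4 they were 0.328 to 0.934 for NF-kB subunits, 0.363 to 0.961 for inhibitory receptors, 0.455 to 0.936 for the naive list, 0.145 to 1 for cytokines, 3.25e-05 to 0.931 for proliferation, 0.245 to 0.455 for interferon response and 0.296 to 0.887 for MHC class I. There they were also 0.296 to 0.875 for apoptosis, 0.0148 to 0.816 for glycolysis, 6.80e-04 to 0.970 for oxidative phosphorylation, 0.0103 to 0.628 for cholesterol synthesis, 0.934 to 1 for the CD4 lineage and 2.43e-06 to 0.941 for fibroblasts. In CD8 they were 0.887 to 0.939 for NF-kB subunits, and in DP 0.442 to 1 for B cells. Of these the proliferation list for Thy1.1 in CD4, at 0.00887 without the CD4 Thy1.1 library of donor 3, was the 1 called after turning.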

Other observations

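The test on the amino-acid response was written before its result was seen, after CHAC1, STC2 and ATF3 had been seen, and of the alternatives printed here the fits without the DP untransduced library of donor 3 and without the CD4 Thy1.1 library of donor 1 were chosen only after the results were seen. Among 24 genes named and called between untransduced DP and CD8 libraries, NFKB2 was 2.84-fold, RELB 3.30-fold, LTA 4.38-fold and TNFSF13B, which encodes the B cell factor BAFF, 4.58-fold higher. EGR1, EGR2 and NR4A1, each a gene of a transcription factor, were 5.49-fold, 10.6-fold and 6.40-fold higher. Each was higher in 4 of 4 donors, with edgeR adjusted p between 0.0382 and 0.0467. None of these 7 genes kept the call without the DP untransduced library of donor 4, where 4 of 24 did, or without the donor block or with every donor left out in turn, where 0 of 24 did. Their log2 differences kept the direction in the fits without the block and without each donor. All 24 kept it with DESeq2, without a count filter and without the DP untransduced library of donor 3. Against CD4 cells, DP cells held more transcript of ZNF683, a factor of tissue-resident T cells (66.1-fold), of the inhibitory receptor gene LAG3 (15.1-fold) and of the natural killer receptor gene KLRC1 (15.5-fold), each in 4 of 4 donors with edgeR adjusted p between 0.0408 and 0.0463. Leaving out 1 donor moved ZNF683 from 40.8-fold (donor 1) to 109-fold (donor 4) and LAG3 from 8.24-fold (donor 3) to 20.8-fold (donor 4). KLRC2 had 1 count in the CD4 libraries, with a ratio of 401 and a 95% counting interval of 71.3 to 15890. Of 21 genes named and called in this comparison, 12 kept the call without the block, LAG3, ZNF683 and KLRC2 among them and KLRC1 not, and 0 with every donor left out in turn. Without the DP untransduced library of donor 4 KLRC1 was not called either. No list was tested between populations. Between DP and CD8 the number of called genes depends on the libraries used, with 5 genes called without the DP untransduced library of donor 4 and 1005 without that of donor 3.

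CHAC1, STC2 and ATF3, which rose with RELB in CD8 cells, are known targets of ATF4, the factor of the amino-acid response. A candidate explanation is that RELB, directly or not, raised this response, a hypothesis formed from those genes and tested on 28 other ATF4 targets whose values had not been seen. Against Thy1.1, 27 of 28 had a positive log2 fold change in CD4 (median 0.81) and 26 in CD8 (median 0.89), with 0 and 5 members that rose over all genes. The camera p was 9.81e-21 and 6.51e-23. With an estimated correlation the p was 0.00270 and 0.00178, or 0.00405 and 0.00397 adjusted over the 6 comparisons made, and by fry 4.15e-04 and 1.92e-04, or 6.22e-04 and 3.84e-04 adjusted. In DP 18 of 28 were positive, with an unadjusted p of 0.276 by camera, 0.685 with an estimated correlation and 0.650 by fry. Against no virus 14 members rose in CD4, 12 in CD8 and 6 in DP, with p of 9.65e-04, 0.00198 and 0.393 with an estimated correlation, or 0.00397, 0.00397 and 0.471 adjusted. There camera gave 2.37e-26, 2.43e-22 and 0.0206, or 0.0247 adjusted in DP, and fry 8.93e-06, 9.71e-05 and 0.153, so that camera alone called the list in DP. These comparisons share libraries, and the difference between populations was not tested for this list. Without the CD4 Thy1.1 library of donor 1 the p against Thy1.1 in CD4 was 5.72e-24 by camera, 0.00238 with an estimated correlation and 0.00135 by fry, with 27 of 28 positive. An effect of RELB on ATF4 was not separated here from a response of the cells to making much of a protein. The list was not tested for Thy1.1 against no virus, where cells carry a virus without RELB.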
